A study of Mus musculus with 6 samples. Its data were reported in "Cell-Autonomous Function of Runx1 Transcriptionally Regulates Mouse Megakaryocytic Maturation" (2013).

How the data were processed

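Gene expression was measured on 6 Affymetrix mouse gene ST 1.0 arrays, 3 hybridized with RNA from wild-type (WT) megakaryocytes and 3 with RNA from Runx1 knockout (KO) megakaryocytes. Per the labels, fetal liver cells of C57BL background were taken on embryonic day 14.5 and cultured for 7 days with thrombopoietin (TPO, 50 ng/ml) in medium with 10% serum. Mature megakaryocytes were then enriched by sedimentation through albumin gradients, which select large cells and apply no surface marker, and the study checked their purity by flow cytometry. KO cells carried a Runx1 gene with a loxP-flanked exon, which the study reports as excised, and Cre recombinase under the Pf4 promoter. Pf4 is a platelet factor gene that is active in the megakaryocyte lineage. The labels call the controls WT, while the methods of the study name them Runx1 L/L, the loxP-flanked gene. That they carried no Cre is understood from that name and is not stated there. WT is used here as the name of that group.

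The deposited values are log2 expression values, 1 per probe set and array, which the authors normalized between arrays with RMA after scanning on a GeneChip scanner. Software, its version and the genome build of the probe sets are not given in the sources used here. The values were given to 2 decimals and between 85 and 106 probe sets per array stood at exactly 0. The floor at 0, the unequal quantiles of the arrays and the larger spread at the lowest values are not typical of RMA output. For the 133 genes with a mean below 4, the median SD within a group was 0.369 in WT and 0.386 in KO, against 0.204 and 0.200 for genes between 4 and 6. Genes between 8 and 10 gave 0.223 and 0.255, so the spread did not fall steadily with the level. The number of arrays limits the precision. The labels do not say whether the 3 arrays of a group came from separate cultures or animals, so the p-values measure only the spread between these samples, which may be technical.

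The table held 35512 probe sets. The platform annotation listed 23410 of them, of which 21789 had exactly 1 gene symbol and 1621 had several, and the other 12102 are unnamed here. Symbols were brought up to date through the Entrez identifier, which matched for 21698 probe sets, using a RefSeq gene table of assembly GRCm38.p6. That table was used only for names and for which genes neighbour each other. Where a gene had several probe sets, the one with the highest mean over the 6 arrays was used, which left 19938 genes. No filter was set on dim probe sets. List members with no probe set under their name alone were not analysed here: Gp1ba, Gp1bb, Gp6, Mpl, Selp, Ptgs1, Pbx1, Runx2, Ly6a, Dhfr, Ccnb1, Bcl2a1a, Bax, Casp3, Casp7, Isg15, Stat1, Ifi44, Gbp2, Eno1, Gpi1, Hmgcr, Ldlr, Dhcr24, Hbb-b1, Hba-a1, Gypa, Spta1, Ahsp, Il1rl1, Ear1, Ear2, Mafb, Cd19 and Ddx3y.

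KO was compared with WT by limma (version 3.58.1, R 4.3.3), with a linear model per gene and empirical Bayes moderation, two-sided. P-values were adjusted over all genes by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and a fold over 1.5, and "rose" and "fell" are used for called genes. Fold changes are KO over WT on the log2 scale, and errors are the moderated standard error (SE) or the SD of 3 arrays. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so single genes were not tested that way.

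The gene lists, the test, the thresholds, the alternatives and the rule for naming genes were chosen before the data were examined. The genes named are Runx1, the 10 largest decreases and the 10 largest increases among called genes whose groups did not overlap (predicted and unnamed genes left out), the members of 3 lists taken from the study, and in every other list up to 4 members with the smallest adjusted p plus the first member on the opposite side. Genes outside this rule are said to have been chosen after their values were seen. There were 29 lists: platelet surface receptors, alpha-granule cargo, granule biogenesis and secretion machinery, megakaryocyte cytoskeleton, platelet signalling, haematopoietic transcription factors, stem and progenitor genes, AP-1 and immediate early genes, DNA replication, mitosis, ribosome biogenesis, apoptosis regulators, interferon response, hypoxia and glycolysis, cholesterol and fatty acid synthesis, Pf4 locus chemokines, Runx1 chromosomal neighbours, sex-linked genes, markers of 8 other cell types (erythroid, mast, eosinophil and basophil, macrophage and monocyte, neutrophil, lymphoid, hepatocyte, endothelial and stromal) and 3 groups of genes named in the study.

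Lists with at least 5 measured members were tested with camera, a limma test of whether the members of a list rank higher or lower than other genes, at its preset correlation between genes of 0.01 and with adjustment over the 28 lists tested. Camera with the correlation estimated from the arrays, and fry, which tests whether the members of a list move 1 way on balance, were run beside it. Camera values below are adjusted p-values at the preset correlation unless an estimated correlation is named. With the estimate, p rose also in lists whose estimate lay below 0.01. A call lost with it therefore does not by itself show that the members of a list vary together. For each list the called members were counted over all genes and with p adjusted over the list alone.

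The titles give both groups the replicate numbers 1 to 3, and whether these numbers pair the arrays was read from the data. Deviations of the genes from their group means correlated between WT and KO arrays of the same number (r = 0.566, 0.687 and 0.305 for numbers 1, 2 and 3), while no WT array reached more than 0.0680 with a KO array of another number. Deviations cancel out within a group, so a positive same-numbered value pulls the others down, and their low values are not separate support. Each same-numbered pair was above the 0.1 set as the minimum, so the numbers pair the arrays, and a fit with the replicate number as a block was set beside results whose call it changed or whose count it moved by more than 1.5 times. These correlations are across genes, which are not independent replicates.

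The fit was tested on simulated data with the spread of these arrays, 19938 genes and 200 genes given a known change. Here genes were counted at a limma adjusted p under 0.05 alone, without the fold threshold. The fit found 0% of 50 genes at a 1.5-fold change, 22% at a log2 change of 1, 74% at 1.5 and 84% at 2. False calls were 1 among 91. With the block these shares were 0%, 30%, 82% and 70%, with 0 false calls. Fewer genes were changed in the simulation than were called in the arrays. The adjustment was therefore stricter, and the shares may understate what the fit finds in the arrays. Camera at the preset correlation gave an unadjusted p under 0.05 in 1% of 200 simulated lists of 20 unchanged genes. These lists were random and the noise was drawn for each gene alone. The share therefore does not show how often lists of genes that vary together are called. The alternatives tried were the replicate block, all probe sets, the mean of a gene's probe sets, a filter to genes above the median level, a further quantile normalization, centring on the array median, trended and robust moderation, array weights, a stricter fold of 2, a test against the fold itself, and the removal of each array in turn. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.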

Results

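The transcripts of mature megakaryocytes, the large cells that shed platelets, were measured in cultures from mouse fetal liver with and without the transcription factor Runx1. An exon of Runx1 had been removed by a Cre recombinase active in the megakaryocyte lineage. The comparison therefore asks which genes depend on Runx1 while these cells mature. There were 3 WT and 3 KO arrays. The median log2 value over all probe sets lay between 6.41 and 6.52 in the 6 arrays. Over 19938 genes, arrays of the same group correlated at 0.962 to 0.977, arrays of the same number at 0.968 to 0.976 and the remaining pairs at 0.945 to 0.964. The first principal component held 37.4% of the variance and set apart arrays numbered 1 and 2, and the next one held 33.1% and set apart the genotypes.

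Megakaryocytes without Runx1 had less message for single platelet proteins of contraction, adhesion and signalling, such as Myl9, Itga2 and Pde3a, and more for Kit, Cd34 and Egr1. Myl9, the regulatory light chain of myosin, fell by 3.39 on the log2 scale (SE 0.139, n = 3 per group, limma adjusted p = 9.82e-05), a 10.5-fold change. Kit, the receptor for stem cell factor, rose by 2.39 (SE 0.182, adjusted p = 0.00052), a 5.24-fold change. Myl9 in KO (mean 6.33) and Kit in WT (6.40) read below the median gene of every array (6.72 to 6.85). They are not shown to be above background there, so these folds may understate the change. The same holds for other genes whose lower mean is that dim. In all, limma called 516 of 19938 genes changed in KO, of which 185 rose and 331 fell. Each of the 516 had non-overlapping groups, as did 3568 of all genes (17.9%, against 10% by chance). Among the called genes 69 changed by more than 4-fold, 46 of them down. With the replicate number as a block the count was 1291 (539 up and 752 down), including all 516. Leaving out 1 array gave 309 (without WT replicate 1), 269 (without WT replicate 2), 199 (without WT replicate 3), 328 (without KO replicate 1), 290 (without KO replicate 2) or 267 genes (without KO replicate 3).

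**Figure D1:**
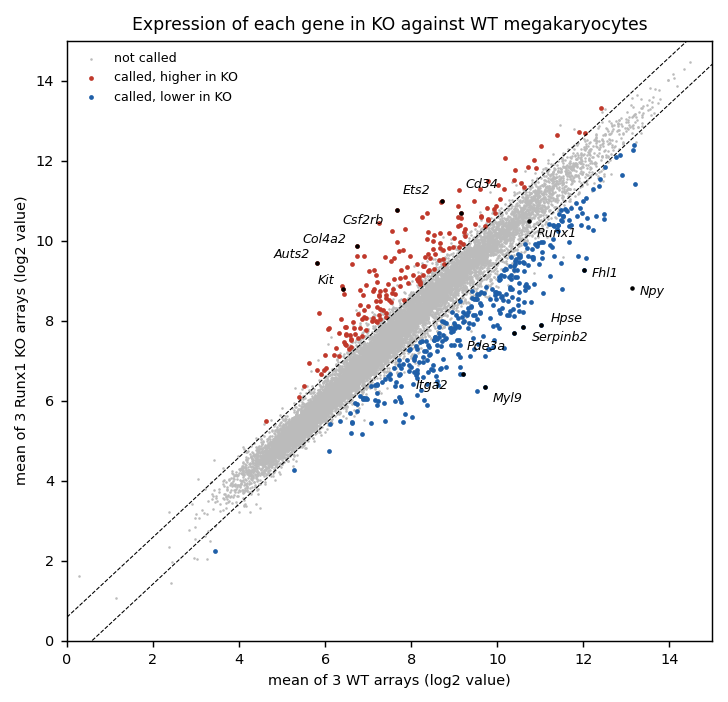
Mean log2 expression of each gene in the 3 Runx1 KO arrays (vertical axis) against the 3 WT arrays (horizontal axis), with called genes coloured by direction, dashed lines at a 1.5-fold change and some genes labelled at black points. Of 19938 genes, 185 rose and 331 fell in KO, while Runx1 was not called and Npy, chosen after its values were seen, was called only in other fits such as that with the replicate block.

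Runx1 itself was 10.74 ± 0.27 in WT and 10.50 ± 0.29 in KO (mean log2 value ± SD, n = 3), a log2 fold change of -0.24 (SE 0.205, limma adjusted p = 0.759) below the SD of either group. In each of the 3 same-numbered pairs KO was lower (-0.25, -0.29 and -0.17), and with the block limma did not call Runx1 either (SE 0.127, adjusted p = 0.333). WT arrays read 11.00, 10.47 and 10.74, and KO arrays read 10.75, 10.18 and 10.57. The deletion removes an exon, so probes elsewhere in the gene may keep signal from the remaining transcript. Which part of Runx1 the probes of its single probe set cover is not given in the sources used here. This value therefore does not tell how complete the deletion was, which the study assessed by Southern blot, quantitative PCR and Western blot.

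Among the 10 largest decreases were genes of contraction, matrix breakdown and oxidant production. Hpse, the heparan sulfate-degrading enzyme heparanase, was 11.03 ± 0.11 in WT and 7.88 ± 0.16 in KO (log2 fold change -3.15, adjusted p = 0.000105), and Ncf1, a subunit of the phagocyte NADPH oxidase, fell 7.14-fold from 10.16 ± 0.10 to 7.32 ± 0.04. Fhl1, a LIM-domain protein of muscle, fell 6.76-fold from 12.02 ± 0.12 to 9.26 ± 0.18. Pde3a, a phosphodiesterase that breaks down cyclic AMP in platelets, fell 6.53-fold from 10.39 ± 0.25 to 7.68 ± 0.15. Serpinb2, a protease inhibitor, fell 6.71-fold, and Abhd15, a protein with a hydrolase fold, fell 9.83-fold. Lgalsl (6.57-fold), Cmah, which hydroxylates sialic acid (6.12-fold), and Dok2, an adaptor protein (5.88-fold), completed the group with Myl9. The limma adjusted p of these genes lay between 9.82e-05 (Myl9) and 0.00096 (Dok2).

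The 10 largest increases held receptor subunits, a basement membrane chain and a junction protein. Auts2, a nuclear protein, rose 12.3-fold, from 5.82 ± 0.36 in WT to 9.44 ± 0.51 in KO (log2 fold change 3.62, adjusted p = 0.000552). Its WT mean lay below the median gene of every array (6.72 to 6.85) and is not shown to be above background, so this fold may understate the change. Csf2rb and Csf2rb2, which encode beta chains of receptors for interleukins and colony-stimulating factor, gave log2 fold changes of 3.11 (adjusted p = 0.000313) and 3.20 (adjusted p = 0.000174). These neighbouring genes are nearly identical, so probes of 1 can bind transcripts of the other, and which of them rose is uncertain. Col4a2, a chain of basement membrane collagen, rose 8.69-fold from 6.74 ± 0.26 to 9.86 ± 0.36. Chst1, a sulfotransferase, rose 7.33-fold from 6.75 ± 0.10 to 9.62 ± 0.08. Tnnt2, cardiac troponin T, rose 6.93-fold, Rgl1, an exchange factor for Ral, 6.63-fold, and Jup, the junction protein plakoglobin, 6.39-fold. Npl, a lyase that breaks down sialic acid, rose 5.55-fold and Tgm2, a transglutaminase, 5.38-fold. The limma adjusted p of the 10 genes lay between 0.000105 (Chst1) and 0.00189 (Tgm2).

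**Figure D2:**
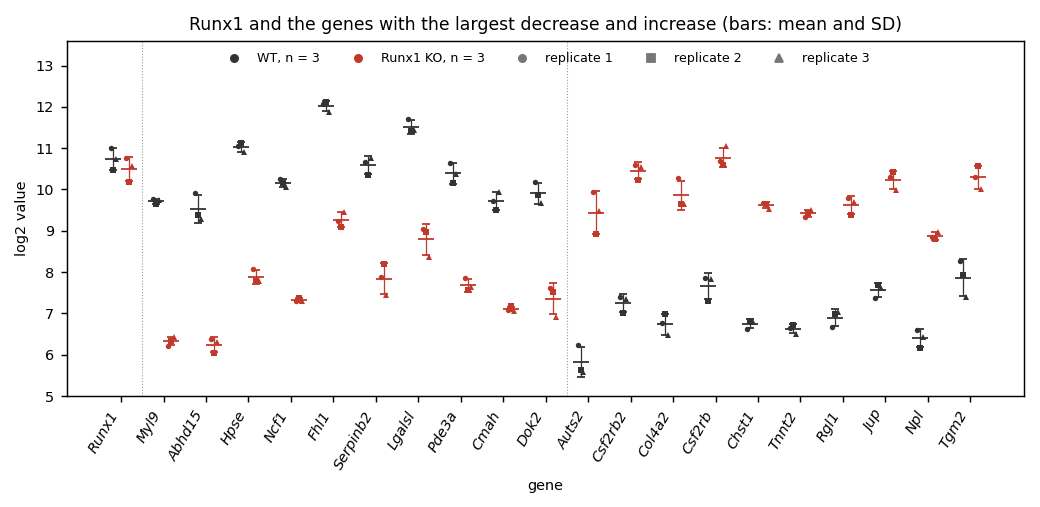
Log2 expression of the 10 genes with the largest decrease and the 10 with the largest increase, and of Runx1, with 1 point per array (3 WT, 3 Runx1 KO, the shape giving the replicate number) and bars for the mean and SD of each group. The 3 KO arrays lie beyond the 3 WT arrays for every gene shown except Runx1, as for Myl9 (means 9.72 and 6.33) and Auts2 (5.82 and 9.44).

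Of the genes for platelet contraction and adhesion, 7 in the cytoskeleton list and 4 in the receptor list fell, while both list calls were lost with an estimated correlation. In the megakaryocyte cytoskeleton list 7 of 24 measured members fell (14 adjusted over the list alone), all 24 had a negative log2 fold change, and the median was -0.80 (camera adjusted p = 3.45e-17; adjusted p = 0.0516 with an estimated correlation). With Myl9 fell Flna, the actin cross-linker filamin A (log2 fold change -1.69, SE 0.238, adjusted p = 0.00925), Dstn, the actin-severing protein destrin (-1.23, SE 0.139, adjusted p = 0.0032), and Zyx, the focal adhesion protein zyxin (-0.89, SE 0.146, adjusted p = 0.0186). With the block 14 cytoskeleton genes fell. Among 21 platelet surface receptors 4 fell (5 down and 1 up adjusted over the list alone; camera adjusted p = 0.000447; adjusted p = 0.143 with an estimated correlation), and their median was -0.21. The receptor genes Gp1ba, Gp1bb, Gp6, Mpl and Selp had no probe set under their name alone, so 5 of the 26 receptors listed are missing from these counts. Itga2, the integrin chain that binds collagen, fell by 2.54 (SE 0.194, adjusted p = 0.00052), as did F2rl3, a thrombin receptor (-1.78, SE 0.219, adjusted p = 0.005), Ptgir, the prostacyclin receptor (-2.11, SE 0.266, adjusted p = 0.00541), and P2ry12, an ADP receptor (-2.42, SE 0.437, adjusted p = 0.0279). Esam, an endothelial adhesion molecule, lay on the other side (0.62, adjusted p = 0.0736) and was called with the block (adjusted p = 0.0207). Leaving out 1 array ended the call of P2ry12 in 5 of 6 fits (all but without WT replicate 1) and of Zyx in 5 (all but without KO replicate 1), with adjusted p up to 0.121 and 0.0884, both without WT replicate 3.

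Among granule cargo genes 3 fell and among signalling genes 6, and these list calls too were lost with an estimated correlation. The estimate for the cargo list was -0.047, below the preset 0.01, so correlation between its members is not why its call was lost. Of 16 alpha-granule cargo genes 3 fell (5 adjusted over the list alone and 5 with the block; median -0.31, camera adjusted p = 0.0005; adjusted p = 0.0889 with an estimated correlation). These were F5, coagulation factor V (log2 fold change -2.51, SE 0.177, adjusted p = 0.000391), Angpt1, the ligand of the Tek receptor (-1.02, adjusted p = 0.0316), and Mmrn1, the factor V carrier multimerin (-0.79, adjusted p = 0.0347). F13a1, the A chain of coagulation factor XIII, read -0.97 (adjusted p = 0.0645) and was called with the block (adjusted p = 0.0229), and Clu, clusterin, read 0.40 (adjusted p = 0.233). Of 27 platelet signalling genes 6 fell (8 adjusted over the list alone; median -0.31, camera adjusted p = 7.84e-08; adjusted p = 0.169 with an estimated correlation), including Pla2g4a, the phospholipase that frees arachidonic acid (-2.24, adjusted p = 0.000457), Pik3cb, a catalytic chain of phosphoinositide kinase (-1.10, adjusted p = 0.00857), and Lcp2, an adaptor below the collagen receptor (-0.99, adjusted p = 0.0221). Gucy1b1, a chain of guanylate cyclase, read 0.67 (adjusted p = 0.256). Granule biogenesis and secretion genes parted: Rab27a, a GTPase of granule release (-2.06, adjusted p = 0.00385), Hps4 (-0.90, adjusted p = 0.0245) and Rab38 (-0.75, adjusted p = 0.0481) fell, while Slc18a2, which loads serotonin into dense granules, rose (1.43, adjusted p = 0.0344). These were 4 called of 22 (4 down and 1 up adjusted over the list alone), the median was 0.04 and the mean -0.10, and camera gave an adjusted p of 0.620 (down).

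Several of these smaller changes lost their call when 1 array was left out. Such fits lost between 215 (without KO replicate 1) and 318 (without WT replicate 3) of the 516 calls. A call near the threshold can therefore end through fewer arrays alone, and its loss does not show dependence on a particular array. The calls of Mmrn1, Slc18a2 and Rab38 ended when any 1 array was left out, with adjusted p up to 0.152 (without WT replicate 3), 0.107 (without KO replicate 2) and 0.198 (without WT replicate 3). The call of Hps4 ended in every such fit except without KO replicate 1 (adjusted p up to 0.0893, without KO replicate 2). Angpt1 lost its call without replicate 1 or 3 of either group and Lcp2 without KO replicate 1, without replicate 2 of either group or without WT replicate 3, reaching 0.145 and 0.112 without WT replicate 3. Pik3cb lost its call only without WT replicate 3 (adjusted p = 0.0552). Gucy1b1 was called only without KO replicate 3 (adjusted p = 0.0470).

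Stem and progenitor genes rose in part. Of 20 measured members 5 rose (6 adjusted over the list alone; median 0.13, camera adjusted p = 0.00029; adjusted p = 0.0889 with an estimated correlation). Besides Kit (6.40 ± 0.11 in WT, 8.79 ± 0.30 in KO) these included Cd34, a surface sialomucin of progenitors and vessels (log2 fold change 1.54, SE 0.178, adjusted p = 0.00365), Tek, the angiopoietin receptor (1.07, SE 0.139, adjusted p = 0.00647), and Kdr, a receptor for vascular endothelial growth factor (1.36, SE 0.189, adjusted p = 0.00848). Procr, a marker of stem cells, read -0.23 (adjusted p = 0.696). The estimated correlation of this list was -0.049, below the preset 0.01, so correlation between its members is not why its call was lost. Of 24 haematopoietic transcription factors 3 rose and 1 fell over all genes and over the list alone (median 0.09, camera adjusted p = 0.0971, up). Ets2 rose by 2.27 (SE 0.211, adjusted p = 0.00123), Ets1 by 1.17 (SE 0.195, adjusted p = 0.0192) and Erg by 0.94 (SE 0.163, adjusted p = 0.024), all of the Ets family, and Mafg, a small Maf partner of Nfe2, fell by 0.88 (SE 0.168, adjusted p = 0.0345). With the block 2 factors fell. The calls of Erg (all but without WT replicate 2), Mafg (all but without KO replicate 2) and Ets1 (all but without KO replicate 3) ended in 5 of the 6 fits that left out 1 array, with adjusted p up to 0.121 (Erg, without WT replicate 3), 0.118 (Mafg, without KO replicate 3) and 0.0824 (Ets1, without WT replicate 3).

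Egr1, Socs3 and Nr4a1 among the immediate early genes and Polr1b and Pes1 among those of ribosome assembly rose in KO, while both list calls were lost with an estimated correlation. Of 24 AP-1 and immediate early genes 3 rose (9 adjusted over the list alone and 9 with the block; median 0.28, camera adjusted p = 1.01e-05; adjusted p = 0.0975 with an estimated correlation). Egr1, a zinc finger factor induced by growth signals, rose by 2.21 (SE 0.274, adjusted p = 0.00511), Socs3, an inhibitor of cytokine signalling, by 1.13 (SE 0.154, adjusted p = 0.00788), and Nr4a1, an orphan nuclear receptor, by 1.97 (SE 0.325, adjusted p = 0.0187). Klf6 read -0.41 (adjusted p = 0.512). Socs3 had a further probe set, and its call ended without WT replicate 3 (adjusted p = 0.0533) and with the mean of its probe sets. Nr4a1 lost its call without KO replicate 3 or any 1 WT array (adjusted p up to 0.0966, without WT replicate 3). Of 18 ribosome biogenesis genes 17 had a positive log2 fold change and 2 rose over all genes and over the list alone (median 0.47, camera adjusted p = 6.65e-07; adjusted p = 0.0975 with an estimated correlation). Polr1b, a subunit of RNA polymerase I, rose by 0.76 (SE 0.151, adjusted p = 0.0413) and Pes1, a processing factor of the large ribosomal subunit, by 0.73 (SE 0.136, adjusted p = 0.0309). Rrs1 was the member below 0 (-0.16, adjusted p = 0.861). Both calls ended when any 1 array was left out (adjusted p up to 0.173 for Polr1b, without WT replicate 3, and 0.110 for Pes1, without WT replicate 2).

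Cell cycle genes gave no call as a list. Rrm2, a subunit of ribonucleotide reductase, was the single riser among 23 DNA replication genes (1.02, SE 0.150, adjusted p = 0.0111, or 0.0659 without WT replicate 3), against 3 adjusted over the list alone and 3 with the block, which added Mcm4 and Mcm2, subunits of the replicative helicase (0.68 and 0.77, adjusted p = 0.0747 and 0.104). Cdc45, their partner, read 0.52 (adjusted p = 0.263). The replication median was -0.08, the mean 0.10 and the camera direction up (adjusted p = 0.257). Of 24 mitosis genes limma called 0, over all genes, over the list alone and with the block, with 2 at an unadjusted p under 0.05 (median 0.04, camera adjusted p = 0.359, up). The member with the smallest adjusted p was Cdc20, an activator of the anaphase-promoting complex (0.41, adjusted p = 0.213). Cdc20 averaged 6.58 in WT, and fewer than 5 mitosis genes lay above the median level. The lack of calls among genes this dim does not show that mitosis genes were unchanged. Of 18 apoptosis regulators 1 rose and 1 fell over all genes and over the list alone (median 0.04, camera adjusted p = 0.359, up). These were Bcl2, a survival protein (0.81, SE 0.158, adjusted p = 0.0384), and Bid, a death agonist (-1.07, SE 0.182, adjusted p = 0.0209). Leaving out any 1 array ended the call of Bcl2 (adjusted p up to 0.133, without WT replicate 3), and leaving out a replicate 2 or a replicate 3 that of Bid (up to 0.110, without WT replicate 3).

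In cholesterol synthesis 1 gene, Sqle, fell, and most others lay below 0 without a call. Of 17 cholesterol and fatty acid synthesis genes 15 had a negative log2 fold change and 1 fell (2 adjusted over the list alone and 5 with the block; median -0.43, camera adjusted p = 0.000167; adjusted p = 0.143 with an estimated correlation). Sqle, squalene epoxidase, fell by 0.90 (SE 0.153, adjusted p = 0.0206), a call that ended in 5 of the 6 fits that left out 1 array (all but without KO replicate 1; adjusted p up to 0.109, without WT replicate 3). Idi1, an isomerase of the pathway (-1.04, adjusted p = 0.224), Srebf2, its regulator (-0.64, adjusted p = 0.120), and Cyp51, a sterol demethylase (-0.66, adjusted p = 0.190), were called with the block (adjusted p = 0.00296, 0.0320 and 0.0312), while Pmvk, phosphomevalonate kinase, read 0.10 (adjusted p = 0.922). Of 21 hypoxia and glycolysis genes 1 fell, Ndrg1, a gene induced by stress and low oxygen (-1.96, SE 0.141, adjusted p = 0.000427, list median -0.09, camera adjusted p = 0.409, down). Adjusted over the list alone, 2 hypoxia genes rose and 1 fell, and with the block 2 rose, Pdk1 (0.82) and Vegfa (0.64), and 3 fell. Of 16 interferon response genes limma called 0 over all genes, 1 up and 1 down over the list alone, and 2 at an unadjusted p under 0.05. The interferon median was 0.42, and camera gave 0.0971 (up), or 0.0318 with the block. In KO replicate 3 the interferon genes averaged 0.87 above the mean of the 3 KO arrays, against -0.45 and -0.41 in the other KO arrays, and without that array camera gave an adjusted p of 0.910 with the direction reversed. The interferon list was called up without KO replicate 1 (0.00513), KO replicate 2 (0.00380), WT replicate 2 (0.0453) or WT replicate 3 (0.0460). With all 6 arrays it had an adjusted p = 0.649 with an estimated correlation. With the block, Rsad2, an antiviral enzyme (1.10, adjusted p = 0.102), and Ifit2, an interferon-induced RNA-binding protein (-0.95, adjusted p = 0.0864), were called in opposite directions.

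Markers of the other blood and liver cell types that such cultures could hold gave no list called by camera. Among 13 erythroid markers Hemgn, a nuclear protein of blood precursors, fell (-1.61, SE 0.134, adjusted p = 0.000686). Over the list alone and with the block 1 erythroid marker rose and 2 fell, with Sptb, erythroid spectrin (1.02, adjusted p = 0.0600, blocked 0.00180), and Tfrc, the transferrin receptor (-0.76, adjusted p = 0.0753, blocked 0.0173), on opposite sides, and camera gave 0.528 (up, median 0.21). Sptb was also called without WT replicate 1 (adjusted p = 0.0367). Among 18 macrophage and monocyte markers Lyz2, lysozyme, fell (-1.96, SE 0.267, adjusted p = 0.00785, or 0.0507 without WT replicate 3), as did Ctss, a lysosomal protease (-0.76, adjusted p = 0.110), once arrays were blocked (adjusted p = 0.0314), while Mrc1 read 0.14. That made 2 adjusted over the list alone, with a median of -0.14 and a camera value of 0.104 (down). Without WT replicate 3 or KO replicate 3 the macrophage list was called by camera (adjusted p = 0.0324 and 0.0283), while with all arrays it had an adjusted p = 0.595 with an estimated correlation. Among 16 endothelial and stromal markers Cdh5, a junction protein of endothelium, rose (0.94, SE 0.193, adjusted p = 0.0458, 1 over the list alone), with a median of -0.03, a mean of 0.06 and a camera value of 0.684 (up). The call of Cdh5 ended in 5 of the 6 fits that left out 1 array (all but without KO replicate 2; adjusted p up to 0.185, without WT replicate 3). Plvap, an endothelial membrane protein, read 0.54 (adjusted p = 0.169), and Acta2, smooth muscle actin, read -0.49 (adjusted p = 0.433).

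Limma called 0 members in the 5 remaining cell type lists, over all genes, over each list alone and with the block. Of 12 mast cell markers 1 had an unadjusted p under 0.05 (median -0.14, camera adjusted p = 0.437, down), and Mcpt1, a mast cell protease, read -0.51 (adjusted p = 0.361). Of 8 eosinophil and basophil markers 0 did (median -0.00, mean 0.03, camera adjusted p = 0.737, up). Of 15 lymphoid markers 2 did (median -0.04, mean 0.02, camera adjusted p = 0.658, up), and of 17 hepatocyte markers 1 did (median 0.14, camera adjusted p = 0.169, up). Of 16 neutrophil and granulocyte precursor markers 0 did (median -0.10, camera adjusted p = 0.523, down). KO replicate 3 stood above the mean of the 3 KO arrays by 0.46 on average over the hepatocyte markers and by 0.51 over the neutrophil markers, on the log2 scale. Without KO replicate 3 the neutrophil list was called down (adjusted p = 0.0116) and the hepatocyte direction reversed (adjusted p = 0.967). The hepatocyte list was called up without KO replicate 1 (adjusted p = 0.0284) or without KO replicate 2 (adjusted p = 0.0175). With all 6 arrays these lists had an adjusted p = 0.710 (neutrophil) and 0.649 (hepatocyte) with an estimated correlation.

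Genes near Runx1 and at the Pf4 locus were examined for effects of position. The paper describes Cre as carried on a transgene, a modified bacterial artificial chromosome with Pf4 control sequences. Where it inserted is not given, so the genes of the Pf4 locus are not known to lie near Cre. Of 23 Runx1 chromosomal neighbours Gart, an enzyme of purine synthesis, rose (0.84, SE 0.140, adjusted p = 0.0194, 1 over the list alone), and with the block Cbr1, a carbonyl reductase (0.78, adjusted p = 0.211), was called too (adjusted p = 0.0107). Cryzl1 read -0.52 (adjusted p = 0.195), and the neighbours had a median of 0.03 (camera adjusted p = 0.194, up). Gart lost its call in 5 of the 6 fits that left out 1 array (all but without KO replicate 1; adjusted p up to 0.0980, without WT replicate 3). Of 7 chemokine genes at the Pf4 locus limma called 0, over all genes, over the list alone and with the block, with 3 at an unadjusted p under 0.05 (median 0.25, camera adjusted p = 0.227, up). Ppbp, the precursor of a platelet chemokine, read -0.43 (adjusted p = 0.324) and Cxcl3 0.40 (adjusted p = 0.283). The sex-linked genes Xist (0.14), Eif2s3y (-0.30), Kdm5d (0.11) and Uty (-0.11) had 0 calls by limma, with or without the block, 0 at an unadjusted p under 0.05, and were too few for a list test.

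Of the genes that the study itself named, 7 of the 10 measured megakaryocyte genes fell and 6 of 10 oncogenes rose. The study chose these lists on the same samples, so their counts are not independent evidence. Of 11 study megakaryocyte genes, Selp, the adhesion receptor P-selectin, was not analysed here, as no probe set carried its name alone. Among the other 10, 7 fell (9 adjusted over the list alone and 9 with the block; median -1.51, camera adjusted p = 7.39e-19; adjusted p = 0.0516 with an estimated correlation). Besides Myl9, Pde3a, Itga2 and Pik3cb these were Lrrc32, a surface carrier of latent TGF-beta (log2 fold change -2.37, SE 0.197, adjusted p = 0.000686), Itgal, an integrin chain (-1.92, SE 0.210, adjusted p = 0.00265), and Was, an activator of actin branching (-0.82, SE 0.140, adjusted p = 0.0213; up to 0.113 and lost when any 1 array was left out, the highest without WT replicate 3). Pik3cg (-0.91, adjusted p = 0.0656) and Mrtfa, an actin-regulated coactivator (-0.82, adjusted p = 0.284), were called with the block (adjusted p = 0.00290 and 0.0231). Nfe2, a factor required for platelet release, read -0.50 (adjusted p = 0.111). The study also measured Nfe2, Lrrc32, Pde3a and Selp by quantitative PCR and counts them among the genes that Runx1 regulates.

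Among 10 study oncogenes, also chosen on these samples and so not independent evidence, 6 rose (9 adjusted over the list alone and 9 with the block; median 1.31, camera adjusted p = 9.38e-16; adjusted p = 0.0280 with an estimated correlation). Bcl3, a coactivator of the nuclear factor kappa B family, rose by 1.96 (SE 0.155, adjusted p = 0.000563) and Bcl6, a transcriptional repressor, by 1.28 (SE 0.250, adjusted p = 0.0379), with Kit, Ets1, Ets2 and Bcl2. Jun (1.38, adjusted p = 0.0507), Junb (1.34, adjusted p = 0.0945) and Fos (1.22, adjusted p = 0.149), subunits of AP-1, were called with the block (adjusted p = 0.00145, 0.00149 and 0.0116) and without KO replicate 1 (adjusted p = 0.0405, 0.0266 and 0.0274). Fosb read 0.44 (adjusted p = 0.497). By quantitative PCR, a measure apart from these arrays, the study reports higher Fos, Fosb, Jun and Junb in KO. Bcl6 kept its call only without KO replicate 2 among the fits that left out 1 array (adjusted p up to 0.124, without WT replicate 1), Ets1 only without KO replicate 3 (up to 0.0824, without WT replicate 3), and Bcl2 in 0 of the 6 limma fits (up to 0.133, without WT replicate 3). Of 6 genes the study named as bound by Runx1 but not responsive, Gp1ba was not analysed here, and of the other 5 limma called 0 over all genes, over the list alone and with the block, with 0 at an unadjusted p under 0.05 (median -0.14, camera adjusted p = 0.409, down). These were Srf (-0.14), Zfpm1 (-0.08), Gfi1b (0.19), Myh9 (-0.42) and Tln1 (-0.36), and this list too is not independent evidence.

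In total 10 of the 28 lists tested were called by camera, 4 up and 6 down. Of these, the study oncogenes alone held with an estimated correlation. Their camera adjusted p rose from 9.38e-16 to 0.0280 although their estimate, 0.0018, lay below the preset 0.01. The loss of the other calls is therefore not by itself a sign of correlation between members. Fry, which asks whether members move 1 way on balance, called these 10 lists (adjusted p = 2.19e-05 to 0.0461) and the haematopoietic transcription factors (0.0394). Among the 10 ways to part the 6 arrays into 3 and 3, another that parted all 3 pairs also gave 10 lists by camera. Every split other than the real one mixes the genotypes 2 to 1 and so still carries part of their difference.

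**Figure D3:**
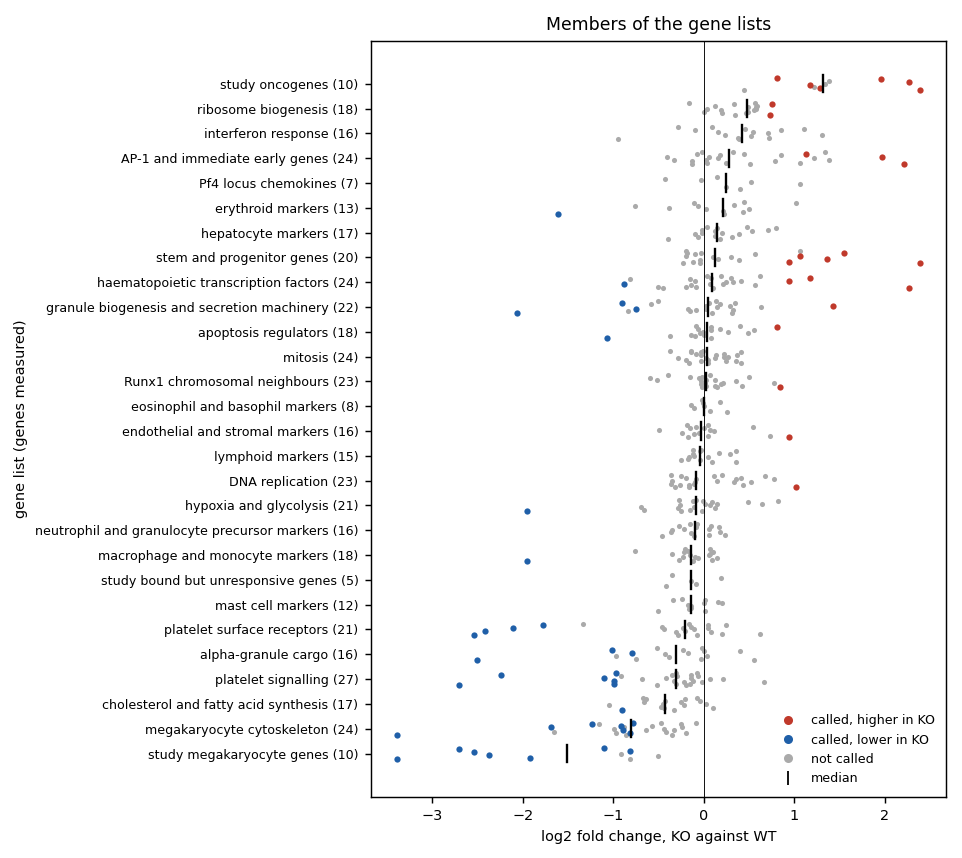
Log2 fold change (KO against WT, horizontal axis) of each measured member of the 28 lists tested, 1 point per gene, coloured where the gene was called, with a vertical bar at the median of each list. The medians run from -1.51 (study megakaryocyte genes) to 1.31 (study oncogenes), and those of the lists fixed without the study from -0.80 (megakaryocyte cytoskeleton) to 0.47 (ribosome biogenesis).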

Values the study reported

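The study reported 1539 genes with altered expression in Runx1 knockout megakaryocytes, at a change above 1.5-fold and an FDR below 0.05. Of these, 786 were lower and 753 were higher in the knockout. Flow cytometry put the purity of the isolated megakaryocytes above 80%.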

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

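The tests of other splits of the arrays and of the pairing were chosen beforehand, while the tests on Npy and on the vascular and progenitor genes were chosen only after the result was seen. Of the 12102 probe sets with no gene in the annotation, which the comparison of genes does not use, 20 were called in a limma fit of all 35512 probe sets, 1 up and 19 down. In that fit 1 of the 1621 probe sets with several genes was called, down. Over the 10 splits of the 6 arrays into 3 and 3, 1 split gave as many genes as the real one (516), namely the real one itself, and the highest other gave 0. For gene lists 2 splits gave as many as the real one (10), the highest other also giving 10. With 10 splits no share under 0.05 can be reached. The 3 other splits that part all 3 pairs gave 8, 10 and 9 lists, and the splits that part 1 pair gave 2 to 8. Each of these mixes the genotypes 2 to 1 and so still carries part of their difference, so the list counts are not those of arrays without any.

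Npy, which encodes the secreted neuropeptide Y and was chosen after its values were seen, spread widely among the KO arrays. It read 13.26, 13.01 and 13.15 in WT and 6.47, 9.05 and 10.95 in KO (log2 fold change -4.32, SE 0.911, limma adjusted p = 0.0504), was called with the replicate block (0.00359) and in 5 of 13 alternatives (0.00359 to 0.234), and of 19938 genes 6 had a KO range as large. Cells that kept Runx1, at the 20.9% of KO replicate 3 that Npy would imply, should have raised the other genes that fell over 4-fold by a median of 0.88 from KO replicate 1 to KO replicate 3. These 46 genes moved by a median of -0.08, and the 90th percentile of observed minus predicted was -0.308. They were kept because they were called over all KO arrays, KO replicate 3 included. That favours genes with little spread among the KO arrays, and Npy itself was not kept. The values show no rise of the predicted size in these genes, and do not settle whether such cells caused the spread. An effect shared by same-numbered arrays is argued against by a WT range of 5.58% of the KO range, and differences between animals, litters or cultures were not tested and may underlie the spread.

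Kit, Cd34, Tek, Kdr, Erg and Cdh5, genes of progenitors and vessels, rose together (median 1.21, smallest 0.94), which other cells in the KO cultures could bring about, since the albumin gradients apply no marker and the purity quoted from the study above leaves room for some. Over 27 endothelial markers, of which Tek, Kdr and Cdh5 are 3, 15 lie above the median WT gene, 5 are in the endothelial and stromal list and 4 in other lists, and the upper quartile was 0.375. Eng (1.06) and Esam (0.62) went with the rise and Tie1 (-0.81) and Flt1 (-0.92) against it. All were called with the block (adjusted p = 0.00379, 0.0207, 0.0148 and 0.0103) though not in the comparison reported above. Plvap (0.54) and Egfl7 (0.46) were not called in either fit. Emcn (5.20 in WT, 5.19 in KO), Ramp2 (5.87 and 5.78) and Pecam1 (12.53 and 12.82) moved by less than 0.375. These carry little weight, as Emcn and Ramp2 lie below the median WT gene (6.80) and a gene as bright as Pecam1 would hardly move with a small share of other cells. The upper quartile of the 27 markers lay below the smallest rise (0.94), so most of the markers did not share it. The progenitor and vessel genes were picked after they were seen to rise, which sets that smallest rise high. The comparison therefore does not decide whether endothelial cells brought about the rise. Mast cells would raise Kit with their proteases, but the upper quartile of 12 mast cell markers, 0 of them above the median WT gene, was 0.0108, and Cpa3 read 5.39 in WT and 5.41 in KO. The 15 other stem and progenitor genes, 7 above the median WT gene and 3 in other lists, had an upper quartile of 0.228, but that list leaves out the genes that rose, so immature progenitors cannot be told apart from a change within the megakaryocytes, which was not tested.

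Same-numbered WT and KO arrays deviated together. Over 1194 olfactory and vomeronasal receptor genes, which megakaryocytes should not express, their deviations correlated at 0.468, 0.492 and 0.199 for numbers 1, 2 and 3. The lowest value, 0.199, is above the 0.1 set beforehand, which argues against cell composition or culture alone. It is consistent with handling shared by same-numbered arrays, such as labelling or hybridization together. What the numbers stand for is open.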

How the results depend on the processing

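Every alternative was chosen beforehand. With the replicate block the count of called genes was 1291 (539 up, 752 down), including the 516, with all probe sets 204 (58 up, 146 down), and in a test against the fold itself 112 (31 up, 81 down). A fold over 2 left 119 genes up. Leaving out 1 array gave 199 (without WT replicate 3) to 328 genes (without KO replicate 1), 63 to 96 up and 136 to 235 down, as fewer samples allow. Other settings gave 461 to 663 genes, and 452 to 512 of the 516 were called in them where tested (472 of 472 tested after the filter on dim genes). No shared call had the opposite sign. Besides the calls given with the results and those of Npy, Eng, Tie1 and Flt1, the block changed the call of no other gene or list named in the text. With an estimated correlation 1 list was called, and adjusted p-values rose to 0.143 (platelet receptors, cholesterol), 0.0889 (alpha-granule, stem and progenitor), 0.0516 (cytoskeleton, study megakaryocyte genes), 0.169 (signalling) and 0.0975 (AP-1, ribosome). For alpha-granule genes, stem and progenitor genes and the study oncogenes the estimate itself lay below the preset 0.01, yet their adjusted p-values rose too. Fry called 11 lists, those that camera called and the haematopoietic transcription factors (0.0394). Interferon genes gave 0.0318 with the block, 0.0296 with array weights and 0.00380 to 0.910 without 1 array (reversed without KO replicate 3). Erythroid markers reversed with the dim filter (0.706), with fry (0.386) and without KO replicate 3 (0.314 to 0.996 without 1 array). Without 1 array, eosinophil and basophil markers ranged from 0.433 to 0.996 (reversed without replicate 3 of either group), neutrophil markers from 0.0116 to 0.929 (reversed without KO replicate 2) and hepatocyte markers from 0.0175 to 0.967 (0.0296 with array weights). Macrophage markers gave 0.0197 with the dim filter and 0.0283 to 0.438 without 1 array. Mitosis, mast cell, eosinophil, neutrophil and lymphoid lists had too few members after the dim filter. The causes were not tested where none is named. The 154 named genes gave 1968 alternative values, of which 1792 kept direction and side of the threshold, 47 gained a call, 6 reversed (0 of these in a called gene) and the others lost a call. Apart from left-out arrays, calls ended for Rab38 (0.0842), Mmrn1 (0.0571) and Cdh5 (0.0610) with centring, for Rab38 (0.0569), Cdh5 (0.0539) and Bcl6 (0.0502) with quantile normalization, for P2ry12 (0.0908) and Pes1 (0.0524) with trended and robust moderation, and for Socs3 (0.0737) with the mean of its probe sets. Apart from the block and left-out arrays, calls were gained by Jun (0.0307), Junb (0.0452), Pik3cg (0.0349), F13a1 (0.0237), Esam (0.0450), Sptb (0.0273), Ifit2 (0.0336) and Tfrc (0.0369) with array weights, by Jun (0.0329), Pik3cg (0.0445), F13a1 (0.0433), Sptb (0.0399) and Npy (0.0310) with the dim filter, by Jun (0.0348) and F13a1 (0.0452) with trended and robust moderation, by Jun (0.0489) and Npy (0.0482) with the mean of probe sets, and by F13a1 (0.0475) with quantile normalization. Without 1 array the log2 fold change ranged from -0.33 to 0.18 for Zfpm1, from -0.027 to 0.20 for Pmvk, from -0.37 to 0.10 for Uty and from -0.078 to 0.027 for Pf4. Among low values, the larger spread was seen for the 133 genes with a mean below 4 (median SD 0.369 in WT and 0.386 in KO). Genes between 4 and 6 gave 0.204 and 0.200, and those between 6 and 8 gave 0.185 and 0.192. Both of these bands lay below genes between 8 and 10 (0.223 and 0.255). Whether the floor or the spread at the lowest values limits calls among dim genes was not tested.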

Other observations

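The tests on the genes in this part were chosen only after the result was seen, except those of Col4a2, Socs3, Slc18a2 and the counts. Col4a1, Lifr and Cish were picked singly and stand for no group. Col4a1, the collagen chain that pairs with that of Col4a2 and is encoded next to it, rose by 2.23 (SE 0.149, limma adjusted p = 0.000314), from 6.44 in WT to 8.67 in KO. It was called in 13 of 13 alternatives, with adjusted p from 2.98e-05 to 0.00438. Lifr, a receptor for leukaemia inhibitory factor, rose by 2.34 (SE 0.288, adjusted p = 0.005), in 13 of 13 alternatives (0.00052 to 0.0211). Cish, an inhibitor of cytokine receptors related to Socs3, rose by 1.29 (SE 0.190, adjusted p = 0.0114), in 11 of 13 alternatives (0.000636 to 0.0644), and lost its call without WT replicate 3 (0.0644) and without KO replicate 3 (0.0566).

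Of 3 genes picked that handle serotonin, which platelets store in dense granules, 1 fell and 2 rose. Slc6a4, the transporter that takes serotonin into the cell, fell by 1.77 (SE 0.142, adjusted p = 0.0006), from 13.19 in WT to 11.42 in KO, in 13 of 13 alternatives (8.05e-05 to 0.00691). Ddc, the decarboxylase that completes serotonin synthesis, rose by 1.44 (SE 0.220, adjusted p = 0.0139), from 7.91 to 9.34, in 13 of 13 alternatives (0.000521 to 0.0470). Slc18a2, which loads serotonin into granules, rose by 1.43. Pf4, whose promoter drove Cre, read 14.10 ± 0.10 in WT and 14.08 ± 0.09 in KO (log2 fold change -0.03, adjusted p = 0.980).

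The number of genes changed here was 516, or 1291 with the replicate block. That is lower than the value quoted from the study above. The number of genes that fell here was 331, or 752 with the block. That is lower than the value quoted from the study above. The number of genes that rose here was 185, or 539 with the block. That is lower than the value quoted from the study above. The study names no test for its counts. Probe sets with no gene or several genes in the annotation were left out here, so the counts compared may not cover the same genes.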
